A study of Drosophila melanogaster with 28 samples.

How the data were processed

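Ribosome profiling and RNA-seq were measured in 28 libraries of Drosophila melanogaster males that carried a knockout of Mettl1, a tRNA methyltransferase subunit, or were wild type (WT). Ribosome profiling sequences the stretches of mRNA that ribosomes protect from nuclease, here called footprints. The libraries formed 14 groups of 2 replicates. Per the labels, WT flies were y1 w1118, testes came from adults aged 2 to 3 days, 600 pairs of testes were pooled per sample, and dissection was done with cycloheximide at 100 µg/ml. Testis was covered by an earlier set and a later set of samples, called set 1 and set 2 here after their titles. Body samples covered WT and the lines labelled KO1 and KO2. In the titles of both testis sets, the digit after the genotype was read as a replicate number. It may name the knockout line instead, in either set. The knockout replicates of that set are then 1 sample of each line, and their spread includes a difference between lines.

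Per the labels, footprints were ligated to preadenylated linkers and amplified by in vitro transcription, and RNA-seq libraries were made with a SEQuoia Express kit. The aligner, the counting tool, its use of strand, the genome build and the annotation release were not stated. The deposited values are counts per FlyBase transcript, as whole numbers that differ in total between libraries. A further deposited column holds 1 number per transcript and is the same for each sample. Its unit was not stated. It was used as a length in checks only.

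Of 34703 transcripts listed, 4363 had no entry in the length column and 0 counts in all libraries, and 30261 had a count in at least 1 library. Many transcripts listed next to each other held near-identical counts, as isoforms would if reads in shared exons were counted for each of them. How such reads were counted was not stated. Transcripts within 50 lines of each other whose count profiles lay within a distance of 0.1 were therefore collapsed into 1 locus, represented by its transcript with the most counts. This gave 16117 loci, 6955 of them with several transcripts, taken as isoforms. Among adjacent transcripts, 43.5% of pairs lay within the distance, against 1 of 26944 pairs 1000 lines apart. The collapse was chosen after the counts were seen, and a looser distance was tried before this one was kept. Transcripts of 1 gene that lay further apart stay separate loci, and the loci outnumber the 13962 protein-coding genes of the reference gene table. A gene can therefore enter the counts of loci and the correlations across loci more than once. Because the use of strand and of multiply mapped reads was not stated, the counts of overlapping, antisense or near-identical genes are uncertain. This holds for the loci named by their identifier as well.

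Gene names were not paired with the transcript identifiers in the files, and 10 identifiers matched a synonym in the reference gene table, which lists 13962 protein-coding genes. Loci are therefore given by transcript identifier, and no coordinates are given. The targeted gene, the gene lists and the codon content were not analysed here, so the genotype labels were not checked against the targeted transcript. The rule for naming loci asked for an adjusted p under 0.05, a mean log2 CPM of at least 3, at least 10 counts in each library and knockout values beyond all WT values of the same set in both sets. It was fixed before the data were examined, as were the grouping, the tests and most alternatives. The rule covered more comparisons and more loci. After the values were seen it was applied to the testis footprints of both sets alone, and to the 2 loci that rose most and the 2 that fell most.

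Counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F-test, with TMM scaling, the filterByExpr filter at its minimum count of 10, and Benjamini-Hochberg adjustment within each comparison. A locus was called at an adjusted p under 0.05. Fold changes are knockout over WT on the log2 scale, and levels are CPM, computed from the deposited counts with TMM scaling. Translational efficiency is the footprint change relative to the RNA-seq change, tested as the interaction of assay and genotype in 1 model over both kinds of library. Each testis set was fitted alone, then both sets together with set as a term. The set difference was the interaction of set and genotype. Body was fitted with WT, KO1 and KO2 together. The tissue difference compared the knockout effect in testis set 2 with the mean effect of the 2 body lines. There were 24 such comparisons.

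Alternatives were DESeq2 size factors within edgeR, the DESeq2 1.42.0 Wald test, no low-count filter, a mean of at least 50 counts per assay, a replicate block, a fit shared by both sets, no set term, thinning to the smallest library, each body line alone, testis set 1 in place of set 2, and leaving out replicates. Uncollapsed transcripts, set 1 RNA-seq used for set 2 or alone, crossed replicate numbers, and leaving out set 1 knockout libraries singly or with crossed numbers were added after the data were seen.

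The tests were tried on simulated counts in which 200 loci changed 2-fold or 4-fold. Of 4-fold changes, edgeR recovered 89.8% in set 1 RNA-seq, 70.1% in set 1 footprints, 29.0% in set 1 translational efficiency, 86.3% in footprints of both sets and 60.6% in translational efficiency of both sets. It recovered 88.2% in set 2 RNA-seq, 10.6% in set 2 translational efficiency, 95.0% in KO1 body footprints and 2.20% in KO1 body translational efficiency. Recovery of 2-fold changes was 48.5% in footprints of both sets and 9.18% in translational efficiency of both sets. The share of calls that were false was above the intended 5% in most fits, at 12.8% in set 1 RNA-seq, 17.9% in set 1 footprints, 13.9% in set 1 translational efficiency, 5.15% in footprints of both sets and 13.2% in translational efficiency of both sets. Every simulated change that was recovered had the right sign.

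Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom from 1.55 to 16.7 across the 14 groups, so no pair was taken as the same library deposited again. Separate libraries made from 1 sample can exceed that noise too, and each library was treated as a separate replicate on its label alone. Precision is limited by the 2 replicates and by depth. A count of 3, taken as the floor, corresponded to 0.213 to 0.325 CPM in set 1 RNA-seq, 16.3 to 22.8 CPM in set 2 RNA-seq and 38.1 to 72.2 CPM in body RNA-seq. For footprints it was 1.06 to 8.76 CPM in set 1, 0.274 to 0.537 CPM in set 2 and 0.389 to 1.88 CPM in body. These floors cover counting error only.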

Results

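Knockout of Mettl1, which the title of the series links to m7G modification of tRNA and to spermatogenesis, was followed by ribosome profiling and RNA-seq in fly testis and body. Testis set 1 and testis set 2 each held 2 WT and 2 knockout replicates per assay, and body held 2 replicates each of WT, KO1 and KO2 per assay. Depth differed widely between assays and sets. Totals over the 16117 loci were 9228102 to 14055292 counts per RNA-seq library in set 1, 131859 to 183568 in set 2 and 41528 to 78745 in body. Footprint totals were 342631 to 2832608 in set 1, 5586422 to 10959316 in set 2 and 1594281 to 7716132 in body. Between 928 and 1743 loci reached 10 counts in a body RNA-seq library, 2095 to 2931 in a set 2 RNA-seq library and 12693 to 12958 in a set 1 RNA-seq library. The 10 loci with most counts took 5.79% to 17.0% of a library.

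**Figure D1:**
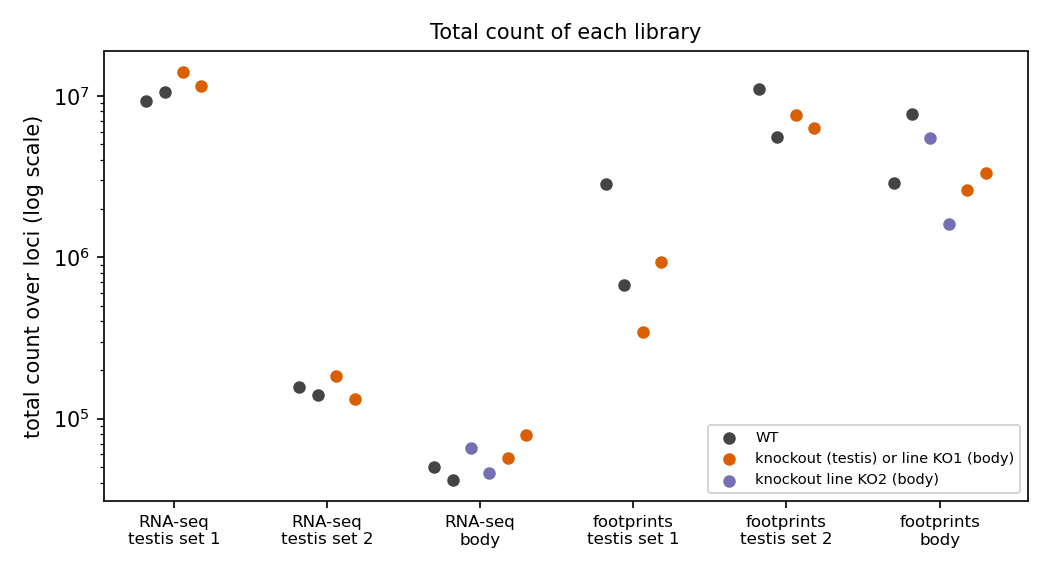
Total counts over loci per library on a log axis, with 1 point per library, for RNA-seq and footprints of testis set 1, testis set 2 and body. RNA-seq of set 2 (131859 to 183568) and of body (41528 to 78745) lies far under RNA-seq of set 1 (9228102 to 14055292).

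RNA-seq of set 2 and of body also ranked the loci differently from the footprints of the same samples. Across 16117 loci, which are not independent replicates, Spearman's rho between summed RNA-seq and summed footprint counts was 0.915 in set 1, 0.433 in set 2 and 0.354 in body. Single RNA-seq libraries gave 0.856 to 0.928 in set 1, 0.351 to 0.394 in set 2 and 0.229 to 0.282 in body. WT footprints of the 2 testis sets ranked loci alike, with a rho of 0.961, whereas WT RNA-seq of the sets gave 0.487. RNA-seq changes and translational efficiencies of set 2 and body, and of fits that include them, therefore rest on RNA-seq that ranks loci unlike the footprints.

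**Figure D2:**
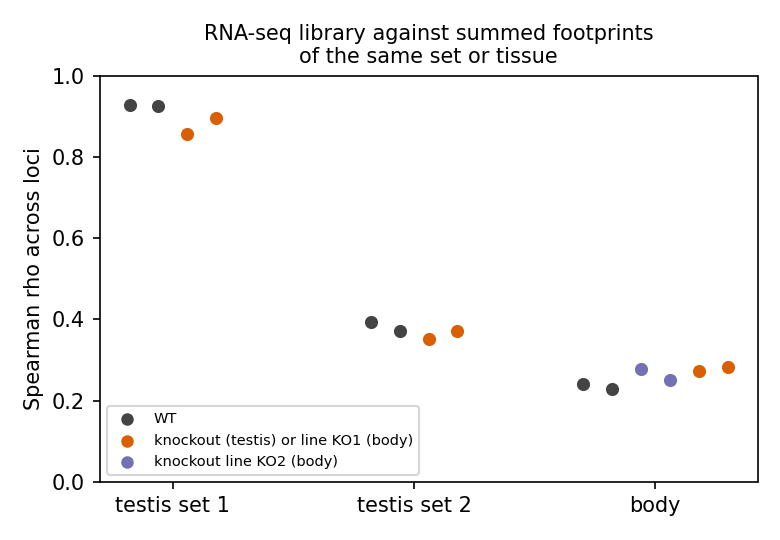
Spearman's rho across loci between each RNA-seq library and the summed footprints of the same testis set or of body, with 1 point per RNA-seq library coloured by genotype. Set 1 libraries lie at 0.856 to 0.928, set 2 at 0.351 to 0.394 and body at 0.229 to 0.282.

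The comparison of knockout with WT in testis asked which transcripts change in level and in ribosome occupancy without Mettl1. In set 1 RNA-seq, 5283 of 13100 loci tested were called, 2811 higher and 2472 lower, and 1626 of the calls changed at least 2-fold. Thinning the libraries to the smallest RNA-seq total moved this count most, to 576. In set 1 footprints, 869 of 8678 loci were called, 215 higher and 654 lower. Without the low-count filter, 1870 were called. In set 1 translational efficiency, 615 of 13275 loci were called, 43 higher and 572 lower, so that 93.0% of the calls fell. Thinning lowered this count to 313, of which 294 fell. Changes in RNA-seq and in footprints of set 1 were correlated across 8642 loci with a Pearson r of 0.68 and a Spearman rho of 0.54. Of 632 loci called in both assays, 491 changed in the same direction.

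In set 2, footprints were deeper and 3316 of 12811 loci were called, 1400 higher and 1916 lower. RNA-seq of set 2 could be tested at 2458 loci, of which 253 were called higher and 256 lower. More loci were lower with the DESeq2 test (65 higher, 137 lower) and in a fit shared by both sets (128 and 263). The same held without the low-count filter (193 and 300). The split stayed near even under the other alternatives run. Translational efficiency gave 230 higher and 251 lower calls among 13343 loci. With set 1 RNA-seq in place of set 2 RNA-seq, 163 of these 481 calls were kept, so most of them depend on the set 2 RNA-seq. Across 2198 loci, RNA-seq and footprint changes of set 2 had an r of 0.06.

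**Figure D3:**
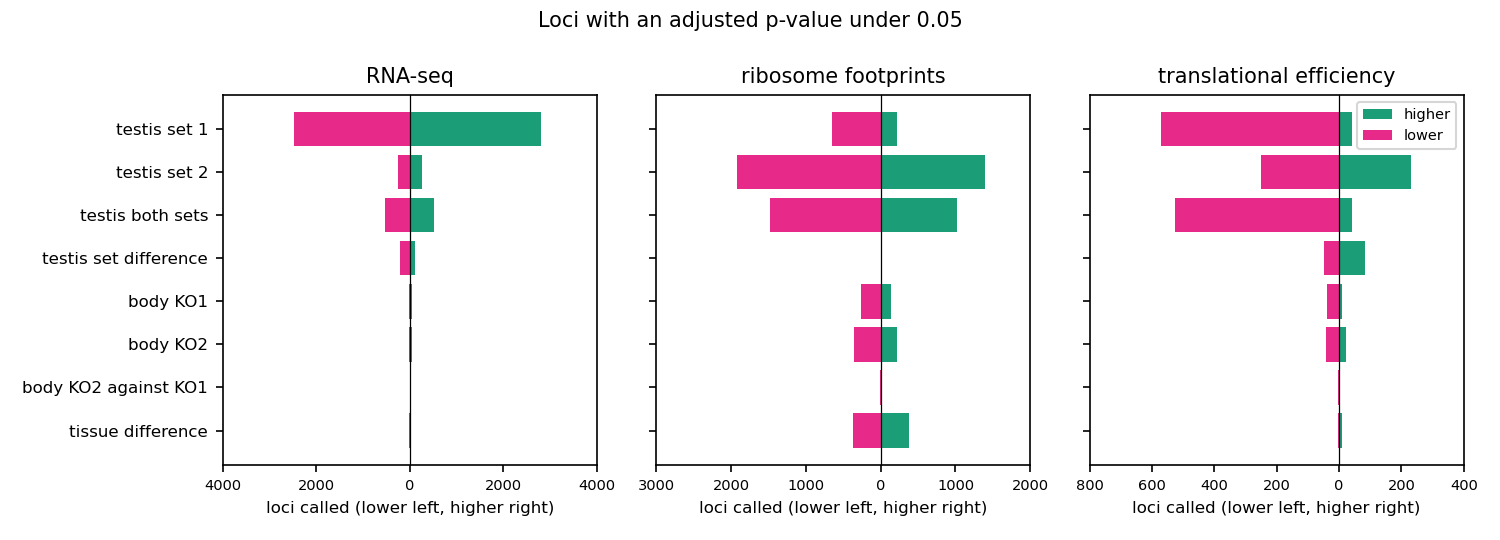
Loci called by edgeR at an adjusted p under 0.05 in each comparison, with bars to the right for higher and to the left for lower loci, in 1 panel per measure. The horizontal axes differ between panels, and set 1 RNA-seq has 2811 higher and 2472 lower calls while translational efficiency of set 1 has 43 higher and 572 lower.

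Footprint changes were compared between the sets, which share no libraries. Across 8658 loci tested in both, Pearson's r was 0.30 and Spearman's rho 0.43. Of 868 loci called in set 1, 780 (89.9%) had the same sign in set 2. Of 749 called in both, 714 changed in the same direction and 35 in opposite directions, all 35 of them lower in set 1 and higher in set 2. RNA-seq changes gave an r of 0.06 over 2231 loci, and of 175 loci called in both sets 87 changed in the same direction and 88 in opposite directions. Translational efficiency gave an r of 0.04 over 12547 loci. Of 104 loci called in both sets, 103 changed in the same direction. Set 2 RNA-seq itself could be tested at 2458 loci, so most set 2 estimates rest on few RNA-seq counts. Their median SE was 1.18, against 0.368 in set 1, so the low r does not show that the sets differ.

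**Figure D4:**
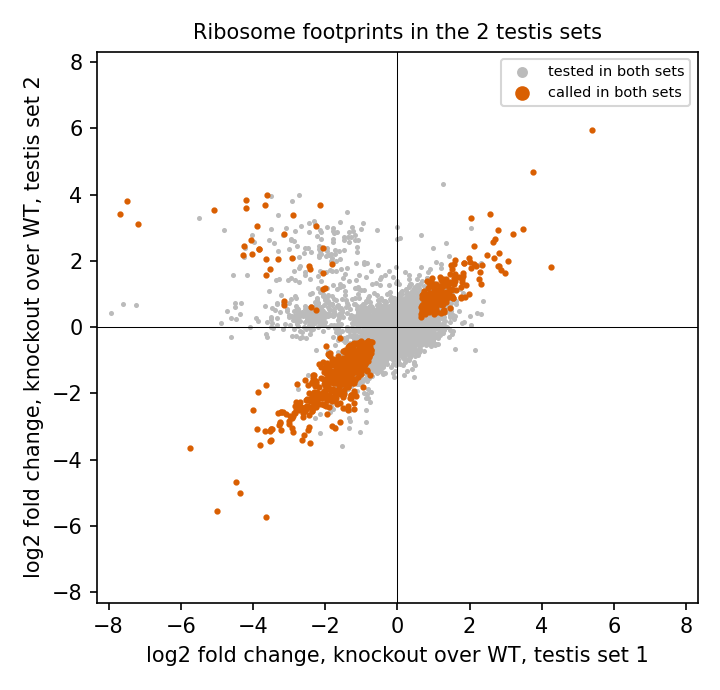
Log2 fold change of footprints, knockout over WT, in testis set 1 (horizontal) and set 2 (vertical), with 1 point per locus tested in both sets and loci called in both in colour. Of 749 coloured loci, 714 lie in the quadrants of equal sign and 35 are lower in set 1 and higher in set 2.

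With both sets in 1 fit, 2491 of 12919 loci were called in footprints, 1018 higher and 1473 lower. Within the sets the counts were 869 and 3316. The count was 1541 without replicate 1 of the set 2 WT. In RNA-seq, 1039 of 13469 loci were called, 507 higher and 532 lower. The count was 23 of 6226 loci tested without replicate 1 of the set 1 WT, and 17 of 6242 without replicate 2. Without replicate 1 of the set 1 knockouts it was 1261 of 6251, and without replicate 2 it was 1196 of 6263. These knockout fits kept 491 and 455 of the 1039 calls. Most loci were not tested again in these fits, because the low-count filter removed them. The RNA-seq calls thus depend on single set 1 libraries, and whether they rest on the WT libraries stays open. In translational efficiency, 568 of 14307 loci were called, 42 higher and 526 lower. Without replicate 2 of the set 1 knockouts, in both assays, 1278 loci were called, 635 higher and 643 lower. Without RNA-seq replicate 1 and footprint replicate 2 of these knockouts the calls were 153 higher and 498 lower, and without RNA-seq replicate 2 and footprint replicate 1 they were 102 higher and 418 lower. Of the 526 lower loci, 522 were tested in set 1 RNA-seq, where 294 were called higher, 26 were called lower and 202 were not called. RNA-seq enters translational efficiency, so these are not independent measurements. The difference between the sets in knockout effect was called at 310 loci in RNA-seq, 106 higher and 204 lower in set 2, and at 133 in translational efficiency, 85 higher and 48 lower. It was called at 0 of 12919 loci in footprints, where 1817 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0520.

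Of the loci called in footprints of both sets, 1495 met the naming rule, 671 higher and 824 lower. The footprint changes below are from the fit of both sets by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and levels are mean ± SD over n = 2 libraries. FBtr0077468 rose by 2.87 on the log2 scale (SE 0.157, adjusted p = 6.21e-06). Its footprints went from 97.3 ± 30.6 CPM in WT to 676 ± 140 CPM in knockouts of set 1, and from 58.0 ± 3.84 to 449 ± 34.2 CPM in set 2. Its RNA-seq level in set 1 rose from 693 ± 21.2 to 1724 ± 53.7 CPM, and its translational efficiency in set 1 rose by 1.41 (adjusted p = 0.0201). FBtr0303208 rose by 2.69 (SE 0.130, adjusted p = 5.56e-06), from 29.9 ± 9.49 to 203 ± 16.6 CPM in set 1 and from 30.7 ± 2.57 to 195 ± 4.04 CPM in set 2. Its RNA-seq level in set 1 went from 49.6 ± 2.09 to 165 ± 7.22 CPM, and its translational efficiency change in set 1 of 0.91 did not pass the threshold (adjusted p = 0.0632).

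The footprints of FBtr0079379 changed by -3.45 (SE 0.175, adjusted p = 6.16e-06 in edgeR), from 363 ± 2.51 to 31.2 ± 2.19 CPM (SD, n = 2) in set 1 and from 650 ± 155 to 60.4 ± 16.8 CPM in set 2. Its RNA-seq level in set 1 rose from 216 ± 3.38 to 378 ± 56.9 CPM, and its translational efficiency in set 1 changed by -4.39 (adjusted p = 0.000129). FBtr0082884, a locus of 2 isoforms, changed by -3.44 in footprints (SE 0.204, adjusted p = 8.79e-06), from 1032 ± 18.8 to 91.8 ± 11.2 CPM in set 1 and from 1585 ± 448 to 151 ± 53.9 CPM in set 2. Its RNA-seq level in set 1 was 1194 ± 26.9 CPM in WT and 1220 ± 154 CPM in knockouts, a log2 change of 0.03 that was within the spread of the replicates (adjusted p = 0.814). Its translational efficiency in set 1 changed by -3.60 (adjusted p = 0.000129).

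**Figure D5:**
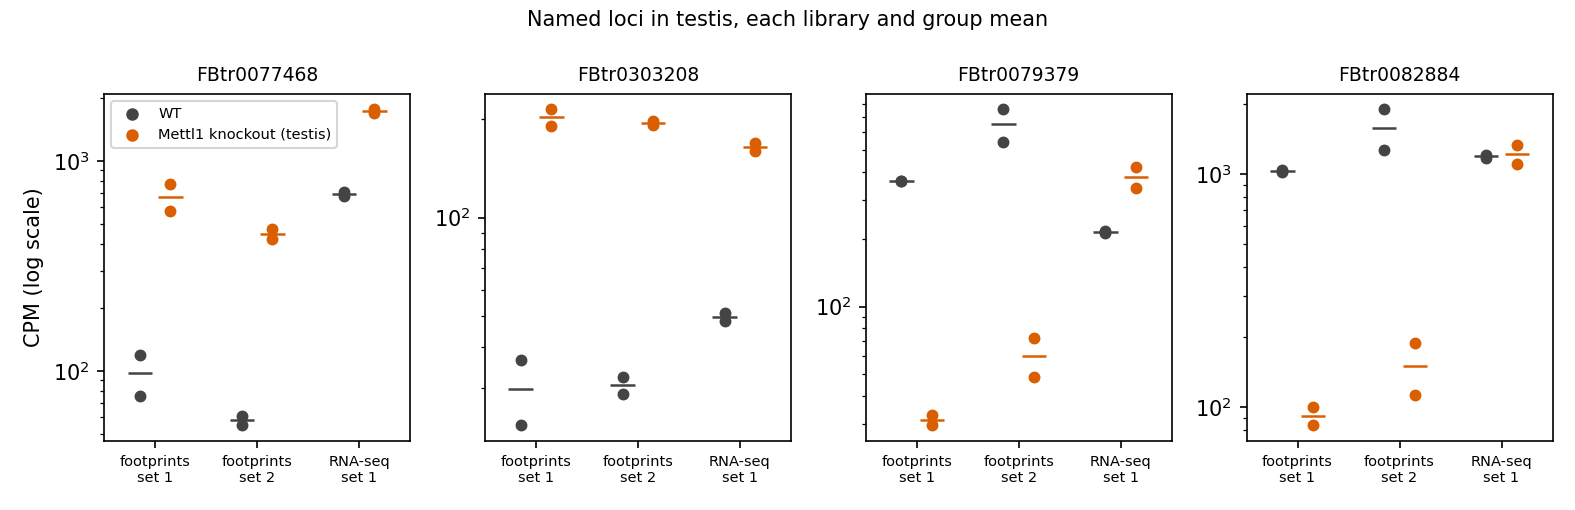
CPM on a log axis for the 4 named loci in testis footprints of set 1 and set 2 and in RNA-seq of set 1, with 1 point per library, a line at each group mean and colours for WT and knockout. Footprints of FBtr0079379 and FBtr0082884 are lower in each knockout library than in each WT library, while RNA-seq of FBtr0082884 is 1194 CPM in WT and 1220 CPM in knockouts.

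In body, each knockout line was compared with the same 2 WT replicates per assay. Footprints of KO1 were called at 396 of 11422 loci, 134 higher and 262 lower, and those of KO2 at 567, 215 higher and 352 lower. Without the low-count filter the counts were 866 and 944. RNA-seq gave 67 calls of 1405 for KO1, 49 higher and 18 lower, and 58 for KO2, 40 higher and 18 lower. With a mean of at least 50 counts required, these were 8 and 6. Translational efficiency gave 48 calls of 12140 for KO1, 10 higher and 38 lower, and 66 for KO2, 24 higher and 42 lower. These counts were 7 and 9 with that filter, and 18 and 13 with the replicate block. In simulated KO1 body data, 2.20% of 4-fold changes in translational efficiency were recovered, so most changes of that size were not detectable at this depth.

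The footprint changes of KO1 and KO2 had an r of 0.81 over 11422 loci, and all 296 loci called in both lines changed in the same direction. Because both lines shared their WT libraries, unchanged lines were simulated against those WT libraries 50 times. They gave a median r of 0.08 with a highest value of 0.12, and 0 loci called in both lines in each simulation. The simulated lines were drawn around the mean of the observed WT libraries. Error in that mean, which both real lines share, was therefore left out, for each of the measures. The simulated values are too low a baseline, and how much of the observed r comes from the shared WT libraries stays open. For RNA-seq the observed r was 0.81 with 37 shared calls, against a simulated median r of 0.02 and a highest of 0.15. For translational efficiency it was 0.58 with 34 shared calls, against a median of 0.10 and a highest of 0.14 over 20 simulations, and again 0 shared calls. Body RNA-seq itself was tested at 1405 loci, so most of the 12140 translational efficiency estimates rest on few RNA-seq counts. Their median SE was 1.63 in KO1 and 1.69 in KO2, against 0.231 and 0.230 in footprints. With the replicate block KO1 had 18 calls in translational efficiency and KO2 had 13, so the 34 shared calls do not hold under it. The lines differed from each other at 9 loci in RNA-seq, 6 in footprints and 4 in translational efficiency.

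Footprint changes of testis set 2 and body had a Pearson r of 0.31 for KO1 and 0.40 for KO2 over 10432 loci, and a Spearman rho of 0.16 and 0.23. Of 2503 loci called in set 2, 66.2% had the same sign in KO1 and 68.1% in KO2. Of 241 loci called in both set 2 and KO1, 222 changed in the same direction, and of 363 called in both set 2 and KO2, 347 did. FBtr0077468 and FBtr0303208 were also called higher, and FBtr0079379 and FBtr0082884 lower, in body footprints of both lines. In WT, FBtr0079379 had 19.0 CPM in body footprints against 650 CPM in testis set 2. FBtr0303208 had 1 and 4 footprint counts in WT body. Testis-biased loci had at least 50 CPM and a 32-fold excess in WT footprints of testis set 2 over body. Of these, 42 of 47 called in KO1 body footprints and 82 of 84 called in KO2 were lower. Testis tissue in the body samples was not excluded as the source of this agreement. The difference in knockout effect between testis set 2 and body was called at 747 of 14062 loci in footprints, 380 higher and 367 lower in testis. It was called at 27 of 2820 loci in RNA-seq and at 12 of 14117 loci in translational efficiency. With testis set 1 in place of set 2, 293 loci were called in footprints, 18 higher and 275 lower.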

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

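The tests in this part were chosen only after the result was seen, except for equal depth of testis and body in RNA-seq and for RNA-seq differences that reach the footprints. For equal depth of the testis sets, of the footprints of the tissues and of the tissues in translational efficiency, the criterion was changed after the values were seen, as stated with each.

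The effect of the knockout differed between the testis sets at 310 loci in RNA-seq and at 133 loci in translational efficiency, by the interaction of set and genotype in edgeR. Unequal depth is a candidate explanation for part of this. With the RNA-seq thinned to 1 depth, 49 loci were called in RNA-seq. The criterion first set for depth as the cause was a fall of more than 1.5 times in the share of loci called. It was met, since the share fell from 2.30% to 1.09% in RNA-seq. Thinning also removes power, as in set 1 RNA-seq, where it lowered the calls from 5283 to 576. The criterion was therefore replaced by whether any locus was still called. By that criterion depth was not the whole cause in RNA-seq, and how much of the difference it accounts for stays open. In translational efficiency 7 loci were called at equal RNA-seq depth and the share called fell from 0.930% to 0.0901%. By the same criterion depth would not be the whole cause there either. Because so few calls were left, this was taken as undecided after the values were seen, and depth stays open as the cause. Tissue carried over in dissection would change the footprints too, but 12.3% of the RNA-seq calls (36 of 293) had a footprint difference at an unadjusted p under 0.05, against 14.3% of all loci. What the tables favour is that set 2 RNA-seq counts do not follow transcript levels as set 1 does, since WT RNA-seq of the sets had a rank correlation of 0.487 and WT footprints 0.961. A difference between the sets in flies or line was not tested and stays open.

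The knockout effect on footprints differed between testis set 2 and body at 747 loci. Of these, 636 were also called in testis set 2, 99 in a body line and 47 in both. Of 702 with both estimates, 444 had opposite signs. Loci hardly expressed in 1 tissue did not account for it, since 6.16% of the 8084 loci with at least 5 CPM in WT footprints of both tissues were called (498), against 5.31% of all. With the footprints thinned to 1 depth, 382 loci were called and the share called fell from 5.31% to 3.08%. The criterion first set, a fall in the share of more than 1.5 times, was met here too and was replaced after the value was seen, for the same reason as above. Unequal depth may therefore account for part of the 747 calls but not for all of them. With testis set 1 in place of set 2, 293 loci were called, 18 higher and 275 lower, and 107 of the 747 calls were kept. Most of the 747 calls were thus not seen with set 1, whose footprints are shallower. A difference between the tissues in the response to the knockout remains open as a hypothesis. A difference in how testis and body samples were prepared was not tested.

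The knockout effect differed between testis set 2 and body at 27 loci in RNA-seq and at 12 in translational efficiency. With the RNA-seq thinned to 1 depth, 13 loci were called in RNA-seq and the share called went from 0.957% to 0.787%, so unequal depth was not the whole cause there. In translational efficiency 3 loci were called and the share fell from 0.0850% to 0.0216%, which was taken in the same way as leaving unequal depth open as the cause. Whether these differences reach the footprints cannot be told apart from the background, because 28% of the RNA-seq calls (7 of 25, exact 95% interval 12.1% to 49.4%) had a footprint difference at an unadjusted p under 0.05, against 22.2% of all loci. The RNA-seq of both sample sets ranked loci unlike their footprints, and no biological reading is offered.

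In body, line KO2 differed from KO1 at 9 loci in RNA-seq, 6 in footprints and 4 in translational efficiency. Testis tissue left in the body samples would show as testis-biased loci, and 0 of these 19 calls were testis-biased. Testis-biased loci as a set did have lower footprints in KO2 than in KO1, with a median log2 change of -0.43 and 0 loci called, so a small difference in testis content could be present without making these calls. With so few loci, a difference between the lines and chance stay open.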

How the results depend on the processing

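All tests here compare counts of called loci. The alternatives with uncollapsed transcripts, set 1 RNA-seq for set 2 or alone, crossed replicate numbers and single set 1 knockout libraries left out were chosen only after the result was seen. A count is said to change where it moved by more than 1.5 times, and the cause was not tested unless stated. DESeq2 size factors in edgeR changed none of the 24 counts. They moved the median log2 change in translational efficiency from -0.12 to -0.01 in set 2, from -0.20 to -0.09 in KO1, from 0.07 to -0.06 in KO2 against KO1 and from -0.03 to 0.12 between tissues. The split of calls in translational efficiency went from 230 higher and 251 lower to 276 and 204 in set 2, from 9 and 3 to 11 and 1 between tissues, and from 2 and 2 to 1 and 3 in KO2 against KO1. In RNA-seq of both sets it went from 507 and 532 to 578 and 515. The majority thus reversed in set 2 translational efficiency and in RNA-seq of both sets.

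The DESeq2 test changed 16 counts, 9 upward and 7 downward. In testis, set 1 footprints gave 431 calls and translational efficiency 947, set 2 RNA-seq 202 and translational efficiency 953 (548 higher, 405 lower), and both sets 2047 in RNA-seq (1225 higher, 822 lower) and 1122 in translational efficiency (348 higher, 774 lower). The set difference gave 989 in RNA-seq, 287 in footprints (270 higher, 17 lower) and 411 in translational efficiency. In body, KO1 gave 28 in RNA-seq and 234 in footprints, KO2 30 and 315, and KO2 against KO1 2 and 12. The tissue difference in translational efficiency gave 52.

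Without the low-count filter 6 counts changed, to 1870 in set 1 footprints, 247 in the set difference in footprints (245 higher, 2 lower), 866 in KO1 footprints, 944 in KO2 footprints, 186 in KO2 against KO1 footprints and 14 in the tissue difference in RNA-seq. A mean of at least 50 counts tests fewer loci and lowered 11 counts. They were 200 in set 2 RNA-seq, 1.2e+02 in set 2 translational efficiency (45 higher, 71 lower), 8, 199 and 7 in KO1 RNA-seq, footprints and translational efficiency, 6, 242 and 9 in KO2, 2 in KO2 against KO1 RNA-seq, 1 in its translational efficiency and 7 in the tissue difference in RNA-seq.

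Whether the replicate numbers pair the samples is open. Deviations of same-numbered RNA-seq and footprint libraries had a correlation of 0.38 in the set 1 WT and of -0.73 in the set 1 knockouts, whose numbers look crossed between the assays. Between genotypes it was 0.02 in set 1 RNA-seq, -0.31 in set 1 footprints and -0.32 in set 2 footprints. In set 2 the assays had 0.09 in WT and 0.07 in knockouts, and the genotypes -0.08 in RNA-seq. In body the assays had 0.11 to 0.19, WT and knockouts 0.09 to 0.19, and KO1 and KO2 -0.09 in RNA-seq and -0.10 in footprints. With the replicate block 13 counts changed. Set 1 gave 283 in footprints and 269 in translational efficiency, set 2 257 in translational efficiency, and both sets 22, 1539 and 245 in RNA-seq, footprints and translational efficiency. The set difference gave 8, 9 and 13. Translational efficiency gave 18 in KO1 (48 without the block), 13 in KO2 (66 without it), 2 in KO2 against KO1 and 7 between tissues. Crossing the numbers of the knockouts in the replicate block gave 1252 calls in set 1 translational efficiency (253 higher, 999 lower), 1075 in set 1 footprints and 4295 in set 2 footprints.

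One fit over both testis sets gave 2422 calls in set 1 RNA-seq and 1517 in set 1 footprints. Thinning to the smallest library gave 576 in RNA-seq and 313 in translational efficiency of set 1, 1105 in footprints and 229 in translational efficiency of set 2, and 623, 1278 and 375 (88 higher, 287 lower) in RNA-seq, footprints and translational efficiency of both sets. Fewer counts are the cause by construction, and depth limits these counts. Without a set term, both sets gave 0 calls in RNA-seq (381 at an unadjusted p under 0.05), 1434 in footprints and 0 in translational efficiency (384 at an unadjusted p under 0.05). Uncollapsed transcripts gave 3053, 4695 and 1147, counting isoforms separately. Set 1 RNA-seq in place of set 2 RNA-seq gave 2297 calls in set 2 translational efficiency (777 higher, 1520 lower). Only 163 of the 481 main calls were among them in the same direction. Set 1 RNA-seq alone gave 994 in both sets (83 higher, 911 lower) and kept 547 of the 568 main calls.

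Each line fitted with WT alone gave 846 calls in KO1 footprints and 33 in KO2 RNA-seq. Testis set 1 against body gave 142 in RNA-seq, 293 in footprints and 2 in translational efficiency. Leaving out 1 replicate of both sets at a time gave 17 to 1342 calls in RNA-seq, 1541 to 2452 in footprints and 295 to 1278 in translational efficiency. RNA-seq gave 23 without replicate 1 and 17 without replicate 2 of the set 1 WT. Footprints gave 1541 without replicate 1 of the set 2 WT and 1624 without replicate 1 of the set 2 knockouts. Translational efficiency gave 295 and 312 without replicate 1 and 2 of the set 1 WT, and 356 and 1278 without replicate 1 and 2 of the set 1 knockouts. Without 1 library of these knockouts, or 1 of each assay with crossed numbers, it gave 410 to 792.

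The footprint changes of the 4 named loci kept their direction and their side of the threshold under all alternatives run, from 2.74 to 2.96 for FBtr0077468, from 2.56 to 2.72 for FBtr0303208, from -3.65 to -3.37 for FBtr0079379 and from -3.66 to -3.34 for FBtr0082884, with adjusted p values of at most 0.000466. Not run were leaving out a replicate in single sets and in body, which leaves 1 library in an arm, and the alternatives for the targeted gene, the gene lists and the codon content. The pseudocount alternative did not apply to counts.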

Other observations

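Of the tests in this part, those of depth in set 2, of a few abundant loci, of genomic DNA in set 2 and of the splits of the samples were set before their results, and the others were chosen only after the result was seen. The limits that separate their outcomes were set after the values for the opposite loci and for the translational efficiency pattern were seen.

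RNA-seq of set 2 and of body ranked loci unlike the footprints of the same samples. Low depth was not the cause, since set 1 RNA-seq thinned to the smallest set 2 total had a rank correlation of 0.894 with set 1 footprints, against 0.433 in set 2. Thinned to the smallest body total it had 0.852, against 0.354 in body. A few abundant loci were not the cause either, since the correlation in set 2 was 0.439 without the 100 loci with most RNA-seq counts, and in body 0.357. Exchange of testis and body libraries would bring body-biased loci near their share in body footprints. They took 4.63% of set 2 RNA-seq counts and 4.74% of body RNA-seq counts, against 19.4% of body footprints and 0.18% of set 1 RNA-seq counts. Testis-biased loci took 2.84% of set 2 RNA-seq and 2.79% of body RNA-seq, so the lists defined over set 2 hardly separate the tissues in this RNA-seq. With the lists defined over set 1, body-biased loci took 1.25% to 1.39% of set 2 RNA-seq and 3.21% to 3.79% of body RNA-seq, which separates them, while testis-biased loci took 1.95% and 2.83%.

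Genomic DNA would make the RNA-seq count follow length more closely than footprints. In set 2 the rank correlation with the length column was 0.316, under the 0.433 with footprints. It was nevertheless above the 0.212 of set 1 RNA-seq and the 0.098 of set 2 footprints with that column. A contribution of genomic DNA in set 2 is therefore not excluded. In body the correlation of RNA-seq with the length column was 0.409, above the 0.354 with footprints. Reads from genomic DNA may therefore contribute in body. The unit of the length column was not stated. Counting of reads at a neighbouring or overlapping locus is another candidate explanation. Over 3429 loci with at least 50 RNA-seq counts, the testis to body ratio in RNA-seq had a partial rank correlation of 0.179 (95% bootstrap interval 0.142 to 0.211) with the footprint ratio of the adjacent loci, beyond the locus's own footprint ratio. At 10 places away it was 0.043 (0.0093 to 0.076). This test was first explored on loci selected for an RNA-seq excess and then reset to all loci with enough counts. The correlation is weak, adjacent loci also share footprint ratios (0.338), and a cause such as counting on the wrong strand was not tested. Adjacent loci can also be transcripts of 1 gene that the collapse left apart and that share reads. The value cannot tell this from reads counted at a neighbouring gene. No biological explanation was tested.

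Most loci called in translational efficiency fell, 93.0% in set 1 and 92.6% in both sets together. Shallow footprints of set 1 were not the whole cause of an excess of lower calls, since set 2 footprints over set 1 RNA-seq gave 66.2% lower, a smaller excess. The choice of TMM over DESeq2 size factors was not the cause, since the latter gave 87.4% lower in both sets. That swap moved the median log2 change from 0.025 to 0.108 and the higher calls from 42 to 72. No other scaling was tried, so scaling as such is not excluded. The excess was smaller with the libraries of both sets thinned to the smallest, at 76.5%, and with the DESeq2 test, at 69.0%, so its size depends on depth and on the test. Without any 1 of the 4 set 1 knockout libraries, 75.3% to 93.4% of the calls were lower, so a single library was not the cause. Without replicate 2 of the set 1 knockouts in both assays it was 50.3%. By the limit of 60% used for the other tests of this excess, that fit alone would make replicate 2 the cause, and it was taken as undecided only after its value was seen. That fit kept 548 of the 568 calls. Higher calls rose from 42 to 635 in it, and lower calls from 526 to 643. The RNA-seq and footprint numbers of the set 1 knockouts look crossed, since same-numbered libraries deviated in opposite directions (r = -0.73), and the libraries left in that fit may then come from different samples. Leaving out libraries with crossed numbers gave 76.5% and 80.4% lower. The lower calls themselves stayed, at 331 without replicate 1 and 643 without replicate 2 in both assays, and at 498 and 418 with crossed numbers. These values argue against a single sample as the source of the lower calls. Whether a single sample makes their excess over higher calls cannot be told, because the labels do not settle which libraries belong to 1 sample.

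A group of loci had footprints that fell in the set 1 knockouts and rose in the set 2 knockouts. It was noticed in the plot of footprint changes in both sets. At least 2-fold in each set, 160 loci did so and 0 the other way, and among loci called in both sets the counts were 35 and 0. The main edgeR fit nevertheless called the set difference at 0 loci in footprints, with 1817 at an unadjusted p under 0.05. Without the low-count filter edgeR called 247, of which 245 were higher in set 2 and 2 lower. With the replicate block it called 9, all higher in set 2. DESeq2 called 287, of which 270 were higher in set 2 and 17 lower. Noise in the set 1 footprint libraries was not the cause of the fall, since 100% of the 160 loci were lower in set 1 RNA-seq as well, 49 of them called. For the rise, they took 0.868% and 0.779% of WT counts in set 2 RNA-seq, and 1.12% and 1.15% in knockouts. Because that RNA-seq ranks loci unlike its footprints, noise in the set 2 footprints stays open. These loci took 1.02% and 0.896% of WT footprint counts in set 1 and 0.619% and 0.062% in knockouts. In set 2 they took 0.243% and 0.159% in WT and 0.619% and 1.44% in knockouts, and in body footprints 2.80% to 3.34%.

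Of the 160 loci, 145 had higher footprints in body than in testis, which makes body tissue carried over in dissection a candidate explanation. To give the pattern, body tissue would have to make up 24.1% of the set 1 WT footprints and 30.6% of the set 2 knockout footprints beyond the other genotype. It would bring other body-biased loci as well. For each set these were taken from the list defined over the other set, without the 160 loci. They took 0.342% of set 1 WT footprints, where 4.64% would be needed, and 0.288% of set 2 knockout footprints, where 5.39% would be needed. Tissue like the whole body was therefore not the cause in either set. This test replaced others, all chosen with the values in view, which counted directions and did not decide. In set 2 footprints, body-biased loci were higher in 57.3% of 864 cases at 8-fold and in 45.0% of 291 at 32-fold over all testis libraries. Over set 2 WT at 32-fold, 38.0% of 250 were lower and 47 were called higher against 11 lower. Over set 1 WT, 55.5% of 182 were lower (median log2 change -0.14). In set 1 footprints, 75.6% of 405 were lower at 8-fold and 80.3% of 66 at 32-fold. Carry-over of 1 particular tissue was not tested, since marker lists could not be matched to the transcript identifiers. It stays open beside noise in the set 2 footprints and an effect of the knockout that differs between the sets.

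Other splits of the 8 samples of both testis sets were fitted in the same way, 34 of the 35 possible. For RNA-seq, 1 of the 34 splits, the real one, gave 1039 or more calls, and the next largest gave 674. That split joined the set 1 knockouts with the set 2 WT, which is the pattern of opposite effects in the sets. Splits that kept the set 1 knockouts against the set 1 WT and mixed the set 2 genotypes gave 370 to 476 RNA-seq calls. Part of the RNA-seq count therefore does not depend on the set 2 genotypes. For footprints 1 of the 34 splits gave 2491 or more calls, and the others gave 0. For translational efficiency 1 of the 34 splits gave 568 or more, and the next largest, the same split as for RNA-seq, gave 13. The split that follows the sets could not be estimated. Calls within the sets were 869 and 3316 in footprints.

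Footprint changes of both sets had a Spearman rho of 0.108 with the length column across loci. Lower calls made up 15.8% of the shortest loci, those up to 199 in that column, and 6.33% of the longest, from 805. In body footprints the rho was -0.105 for KO1 and -0.013 for KO2, and 0.12 for KO2 against KO1, so the sign of the rho was not shared by testis and body. Lower calls were nevertheless more frequent among the shortest loci in body too, at 3.36% against 0.875% of the longest in KO1 and 5.197% against 1.09% in KO2. Higher calls were as well, at 2.58% against 0.219% in KO1 and 3.799% against 0.963% in KO2. No explanation was tested.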
